A study of Mus musculus with 12 samples. Its data were reported in "The energy sensor AMPK orchestrates metabolic and translational adaptation in expanding T helper cells" (2021).

How the data were processed

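T cell receptor (TCR) beta chain libraries from 6 Rag2–/– mice, which lack lymphocytes of their own, were analyzed. Each mouse had received naive CD4+ T cells 6 weeks earlier, either from Prkaa1-floxed donors (WT) or from floxed donors that carried CD4-Cre and so lacked the AMPKα1 subunit in T cells (KO). The sample labels give WT replicates 1, 3 and 4 and KO replicates 1, 2 and 3, each with a mesenteric lymph node (mLN) and a spleen library, which makes 12 libraries in 4 groups of 3. Libraries with the same genotype and replicate number were taken as the 2 organs of 1 mouse. WT and KO have replicate numbers 1 and 3 in common, but these are different mice.

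According to their methods, the authors reverse transcribed RNA with primers in the TCR beta constant region, added unique molecular identifiers (UMIs) to each cDNA molecule, sequenced on a MiSeq instrument, built UMI consensus sequences with MIGEC and assembled clonotypes with MiXCR at its default parameters. Tool versions, the V and J reference and the read threshold per UMI were not stated. The deposited clone count is a whole number per clonotype and was taken as a number of UMIs, although the tables themselves do not name the unit. The deposited clone fraction equals that count divided by the library total and was used only to check the totals. The authors downsampled before their own analysis, to a depth that was not stated, whereas the deposited tables are not downsampled. Because UMI collapsing and clonotype assembly came before deposition, errors in UMIs or the merging of similar sequences could not be redone here.

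A clonotype was defined by the nucleotide sequence of its complementarity-determining region 3 (CDR3), and entries with the same CDR3 were summed. Library totals ranged from 2488 to 493287 UMIs, a 198-fold range. All repertoire measures were therefore computed after drawing 2488 UMIs without replacement from each library and averaging 50 seeded draws. The SD between draws was at most 0.671 percentage points for the share of the top clonotype, 1.01 for that of the top 10 and 21.2 clonotypes for richness. Richness is the number of clonotypes, clonality is 1 minus the normalized Shannon entropy, and CDR3 length is the UMI-weighted mean in nucleotides. The rank-frequency slope was fitted on log10 scales over the 100 most abundant clonotypes. Shares of single clonotypes were taken from the full tables with Wilson 95% confidence intervals. A floor of 3 counts was set for each library, which as a share of its total lay between 0.000608% and 0.121%. Clonotypes of 1 UMI are listed and lie below this floor. Intervals and floors cover counting error only.

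WT and KO mice were compared by two-sided exact permutation tests over the 20 assignments of 6 mice, whose smallest possible p is 0.1. The 15 comparisons of genotypes formed 1 family for Benjamini-Hochberg adjustment. Organs were compared within mice by exact sign-flip tests over 64 patterns. Sharing within mice was tested against all 720 matchings of the 6 spleen with the 6 mLN libraries. Clonotypes differing in frequency between the organs of a mouse were counted by Fisher's exact test on downsampled counts among clonotypes with at least 10 UMIs over both organs, at an adjusted p of 0.05. V and J segment usage was tested on UMIs per segment with edgeR's quasi-likelihood test on library totals, over segments with at least 10 UMIs in at least 3 libraries, with Benjamini-Hochberg adjustment. The organ comparison had the mouse as a block. On simulated segment counts with the observed dispersion (median 0.289, a coefficient of variation of 53.8%), 39% of the segments changed 4-fold and 98% of those changed 16-fold were recovered among 25 segments, with at most 0.762% false calls over 50 simulations. On simulated clonotype counts, the organ test recovered 52.5% of 1494 clonotypes changed 4-fold and called 0 of 4937 unchanged ones. These counts were drawn from the frequencies of WT replicate 4 spleen and hold counting error only. The lack of false calls therefore does not cover differences from the sampling of cells or template molecules.

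The pairing of WT and KO mice by number comes from the replicate numbers in the labels. Their deviations from the group means in V segment usage, as log2(percent + 0.1), correlated at 0.156 on average (from −0.0296 to 0.316 over 4 pairs), against 0.722 (from 0.361 to 0.846) for the 6 pairs of organs of 1 mouse. The 4 pairs are replicates 1 and 3 in each organ, so they are not independent. WT and KO mice of different number were not compared, so the check cannot decide on the pairing. Results with the replicate number as a block, over replicates 1 and 3, are therefore given beside the others. Their sign-flip test has 4 patterns and a smallest p of 0.5.

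The groups, the tests and most alternatives were fixed before the data were examined. These alternatives were no downsampling, other depths, clonotypes defined with V and J segments or by amino acids, removal of clonotypes of 1 UMI, in-frame clonotypes only, other clonotype numbers, DESeq2, TMM scaling, all segments, clonotypes per segment, the replicate block and leaving out each mouse. Removal of clonotypes at least 100 times more frequent in another mouse, removal of clonotypes with an unusual J end in the last 9 CDR3 nucleotides and the mean over both organs were chosen after seeing the data. The split of libraries into 2 kinds by unusual J ends, at 10% of clonotypes of 1 UMI, was also made after the values were seen. Clonotypes named are the most abundant of each spleen library. Segments named are those with an adjusted p under 0.05, at most 5 per comparison, or the one with the smallest p where none passed. Coordinates are from GENCODE M21 on GRCm38. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9, R 4.3.3, edgeR 4.0.16 and DESeq2 1.42.0 were used. The deletion of Prkaa1 cannot be checked here, since TCR libraries do not measure its expression.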

Results

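To ask whether loss of AMPKα1 alters the clonal composition of CD4+ T cells expanding in transfer colitis, TCR beta chain repertoires of mLN and spleen were compared between 3 WT and 3 KO mice 6 weeks after transfer. The 12 libraries held 1716882 UMIs in total. Library totals in WT were 11987 UMIs (mLN) and 11271 UMIs (spleen) for replicate 1, 68536 and 493287 for replicate 3, and 99487 and 436652 for replicate 4. In KO they were 23756 and 64882 for replicate 1, 127685 and 155916 for replicate 2, and 2488 and 220935 for replicate 3. The number of clonotypes per library ranged from 283 in KO replicate 3 mLN to 31379 in WT replicate 4 spleen. Between 3.12% and 6.47% of the UMIs of a library belonged to CDR3 sequences that were out of frame or held a stop codon.

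The libraries fell into 2 kinds that did not follow genotype. In 5 libraries (both organs of WT replicate 1 and of KO replicate 1, and KO replicate 3 mLN), 2.42% to 5.85% of clonotypes of 1 UMI had a CDR3 end unusual for their J segment, and clonotypes of 1 UMI made up 31.03% to 41.8% of all clonotypes. In the other 7 libraries these shares were 26.1% to 38.3% and 66.5% to 84.2%. Differences between genotypes are therefore also given within each kind, called libraries with few and with many unusual ends. In spleen these hold 1 WT and 1 KO, and 2 WT and 2 KO libraries. In mLN they hold 1 WT and 2 KO, and 2 WT and 1 KO libraries. None of these sets is large enough for a test. The kinds also parted completely by library total, at 2488 to 64882 UMIs with few unusual ends and 68536 to 493287 UMIs with many. Both spleens with few unusual ends also had the lowest richness. The kind of library therefore cannot be told apart from library total, nor in spleen from richness.

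First, the share of the repertoire taken by the top clonotype was compared. In spleen it was 9.56 ± 6.33% in WT and 7.23 ± 7.15% in KO (mean ± SD, n = 3 each). The difference of −2.33 percentage points was smaller than the spread between mice (two-sided exact permutation test, p = 0.5). It was −1.19 within the libraries with few unusual ends and −2.90 within those with many. With the replicate number as a block, the mean paired difference was −0.833 percentage points over 2 pairs. The check of this pairing was made on V segment usage, where the deviations of same-numbered WT and KO mice correlated at 0.156 over 4 pairs of libraries. These are 2 pairs of mice in each organ, so they are not independent and cannot decide on the pairing. Leaving out 1 mouse moved the spleen difference most, over a range from −6.43 to 1.20. In mLN the top clonotype took 5.72 ± 2.52% in WT and 7.31 ± 4.93% in KO (difference 1.59, exact permutation p = 0.8, replicate block 2.18). Within the 2 kinds of library the mLN difference was 2.33 and −1.84, so its direction did not hold. It also reversed to −1.22 when the smallest library was left out.

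The 10 most abundant clonotypes together made up 25.5 ± 9.73% of the spleen repertoire in WT and 26.3 ± 15.1% in KO (difference 0.760, exact permutation p = 0.9). The paired difference with the replicate block was 3.57, and the within-kind differences of 6.88 and −2.30 had opposite signs. In mLN the values were 22.6 ± 7.21% and 29.5 ± 9.97% (difference 6.93, exact permutation p = 0.4, replicate block 8.83, within kinds 4.42 and 0.393). With the smallest library left out, this mLN difference was 2.19. When both organs of a mouse were averaged, a comparison added after the data were seen, the top clonotype took 7.64 ± 3.64% in WT and 7.27 ± 4.06% in KO (difference −0.368, exact permutation p = 1). The replicate block turned this difference to 0.675. The top 10 took 24.1 ± 8.25% and 27.9 ± 9.84% (difference 3.85, exact permutation p = 0.7, replicate block 6.20).

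Richness at 2488 UMIs was 721 ± 178 clonotypes in WT spleen and 663 ± 177 in KO spleen (difference −58.2, exact permutation p = 0.5, replicate block −43.9, within kinds −56.4 and −59.2). In mLN, WT had 803 ± 193 clonotypes and KO had 507 ± 201 (difference −296, exact permutation p = 0.2, replicate block −286, within kinds −176 and −234). The KO mLN mean includes the library of 2488 UMIs, all of which were used. Clonality was 0.154 ± 0.0559 in WT and 0.159 ± 0.0719 in KO spleen (difference 0.00474, exact permutation p = 0.9, replicate block 0.0158, within kinds 0.0234 and −0.00459). In mLN it was 0.130 ± 0.0337 and 0.163 ± 0.0372 (difference 0.0328, exact permutation p = 0.5, replicate block 0.0342, within kinds 0.0184 and 0.0122).

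**Figure D1:**
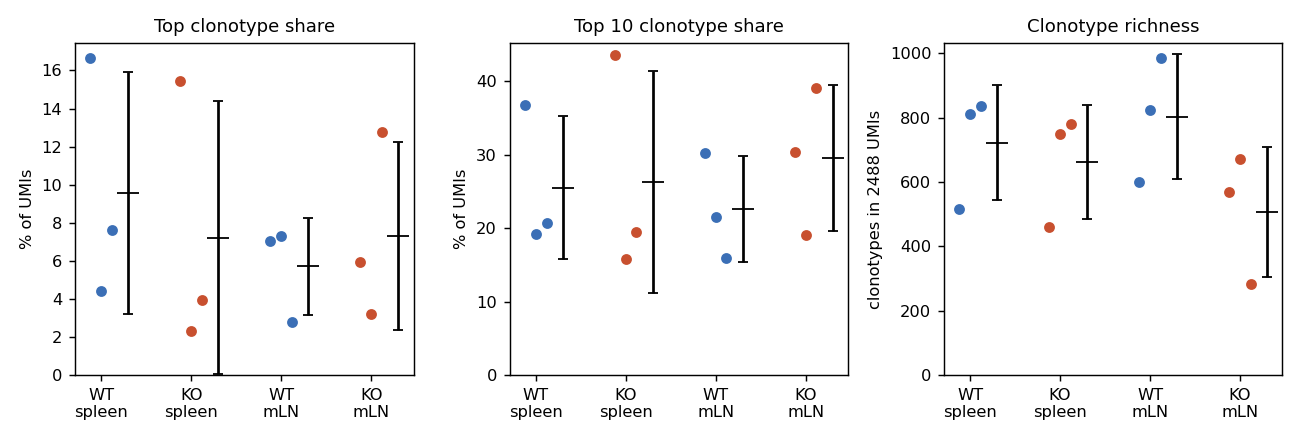
Share of UMIs (%) taken by the top clonotype and by the 10 most abundant clonotypes, and number of clonotypes, all at 2488 UMIs, for WT (blue) and KO (red) mice in spleen and mLN. Points are single mice in the order of their replicate numbers, and bars are the mean ± SD of 3 mice. WT and KO overlap in spleen in all 3 panels.

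The decline of clonotype size with rank had a log-log slope of −0.735 ± 0.123 in WT and −0.751 ± 0.156 in KO spleen (difference −0.0161, exact permutation p = 0.8, replicate block −0.0525, within kinds −0.0480 and −0.000237). Mean CDR3 length was 41.4 ± 0.440 nucleotides in WT and 41.2 ± 0.447 in KO spleen (difference −0.184, exact permutation p = 0.6, replicate block −0.356, within kinds −1.08 and 0.264). In mLN it was 41.1 ± 0.368 and 41.0 ± 0.150 nucleotides (difference −0.0390, exact permutation p = 1). The replicate block reversed this UMI-weighted mLN difference to 0.113, and its within-kind values were 0.369 and −0.242. With each clonotype counted once, the mLN difference was −0.0997 (exact permutation p = 0.1, the smallest possible). Over the family of 15 genotype comparisons, adjusted p-values lay between 0.964 and 1 in these exact permutation tests.

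**Figure D2:**
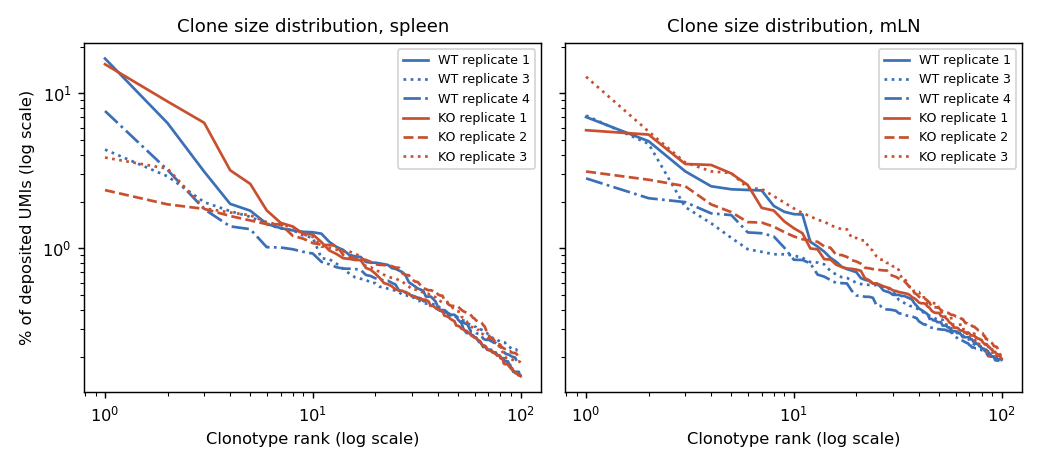
Share of deposited UMIs (%, log scale) against clonotype rank (log scale) in spleen and mLN, with 1 line per mouse, WT in blue and KO in red. In spleen the lines of both genotypes interleave, and the mean slopes of these full libraries differ by −0.0254.

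The most abundant clonotype of each spleen was followed into the mLN of the same mouse, with Wilson 95% confidence intervals. In WT replicate 1, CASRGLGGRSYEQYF (TRBV13-3 and TRBJ2-7) took 16.7% of spleen UMIs (16.1 to 17.4%) and 2.51% of mLN UMIs (2.25 to 2.81%), where it ranked 4. In WT replicate 3, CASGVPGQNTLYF (TRBV13-2 and TRBJ2-4) took 4.33% of spleen UMIs (4.27 to 4.39%) and 7.18% of mLN UMIs (6.99 to 7.38%), ranking 1. In WT replicate 4, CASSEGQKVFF (TRBV13-1 and TRBJ1-1) took 7.68% (7.60 to 7.76%) and 1.64% (1.56 to 1.72%), ranking 5 in mLN. In KO replicate 1, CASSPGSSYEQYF (TRBV15 and TRBJ2-7) took 15.4% of spleen UMIs (15.1 to 15.7%) and 3.45% of mLN UMIs (3.22 to 3.69%), ranking 4. In KO replicate 2, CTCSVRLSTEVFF (TRBV1 and TRBJ1-1) took 2.37% (2.30 to 2.45%) and 3.13% (3.03 to 3.22%), ranking 1. In KO replicate 3, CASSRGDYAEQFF (TRBV26 and TRBJ2-1) took 3.85% of spleen UMIs (3.77 to 3.93%) and 12.8% of mLN UMIs (11.5 to 14.2%), ranking 1. None of the 6 exceeded 0.0611% in a library of another mouse.

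To ask whether clones were distributed alike over both organs, clonotype frequencies were compared within mice. The top clonotype took 8.40 ± 6.17% in spleen and 6.51 ± 3.61% in mLN (n = 6), a paired difference of −1.89 ± 7.38 that was higher in mLN in 3 of 6 mice (two-sided exact sign-flip test, p = 0.5625, adjusted p = 0.6875). Clonality was 0.156 ± 0.0576 in spleen and 0.147 ± 0.0365 in mLN (paired difference −0.00980, higher in mLN in 3 of 6 mice, exact sign-flip p = 0.6875, adjusted p = 0.6875). Without the pairing by mouse (no replicate block), the differences of −1.89 and −0.00980 are the same by construction, and exact permutation of the 12 libraries between organs gave p = 0.524 and 0.740. Without downsampling, at unequal depths, the paired difference in clonality was −0.0790 (exact sign-flip p = 0.0625).

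The Morisita-Horn overlap of spleen and mLN, which is 1 for identical repertoires, was 0.654 ± 0.175 in WT and 0.562 ± 0.107 in KO mice (difference −0.0918, exact permutation p = 0.6, replicate block −0.162). KO replicate 3 has 1 library of each kind, so the within-kind values for the organs of a mouse leave it out and compare 1 KO with 1 WT mouse and 1 KO with 2 WT mice. For the overlap they were 0.0341 and −0.0533, of opposite sign. The correlation of log10 frequencies across clonotypes found in both organs, which are not independent replicates, averaged 0.667 ± 0.0255 in WT and 0.563 ± 0.119 in KO (difference −0.104, exact permutation p = 0.2, replicate block −0.135, within kinds −0.0238 and −0.0620). The share of tested clonotypes whose frequency differed between organs was 13.7 ± 9.60% in WT and 38.9 ± 17.3% in KO. The difference of 25.1 percentage points separated the genotypes completely (exact permutation p = 0.1, the smallest possible here, adjusted p = 0.964, higher than every WT mouse in 3 of 3 KO mice, replicate block 26.5). Single mice had 24.8%, 8.997% and 7.44% in WT and 28.0%, 29.8% and 58.8% in KO. A simulated loss of template molecules from mLN, described below, raised the WT shares to 35.9%, 32.7% and 43.5%. The within-kind differences were 3.17 and 21.6. Without downsampling the difference was 2.36, the alternative that moved it most, and with the smallest library left out it was 15.2. Single mice without downsampling had 34.1%, 30.9% and 43.7% in WT and 47.0%, 60.9% and 7.86% in KO. KO replicates 1 and 2 thus stayed above every WT mouse at full depth. KO replicate 3, which holds the smallest library, fell below every WT mouse.

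**Figure D3:**
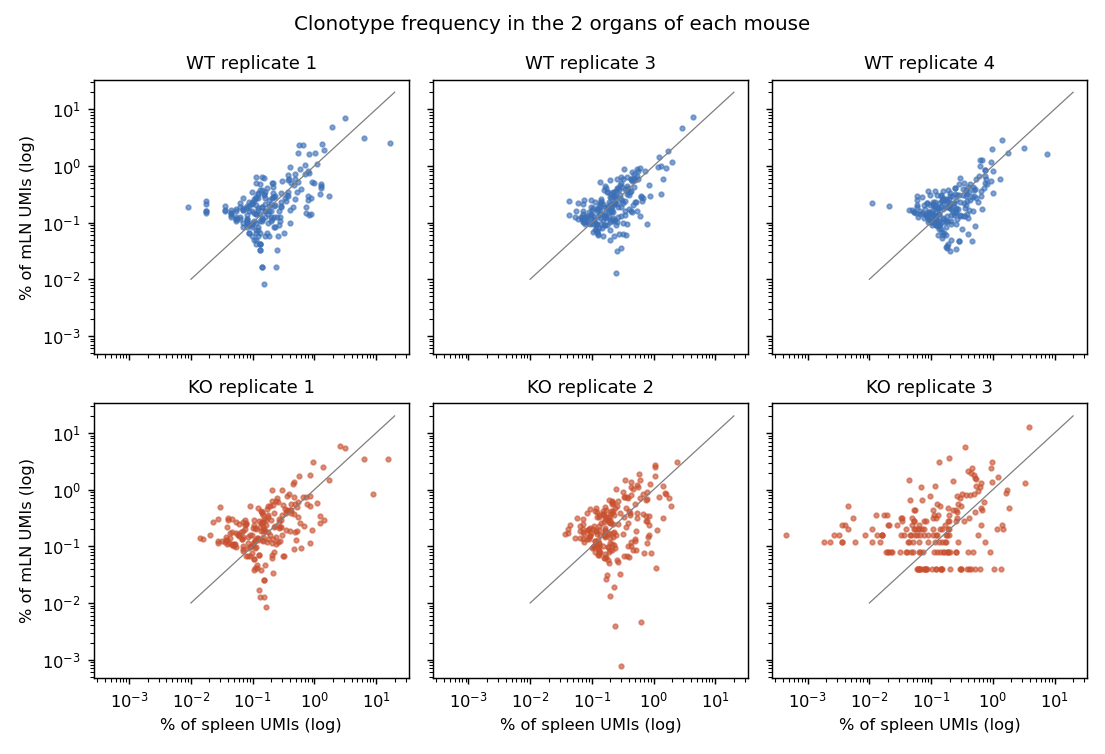
Frequency in mLN (% of UMIs, log scale) against frequency in spleen (% of UMIs, log scale) for the most abundant clonotypes found in both organs of each mouse, WT in blue and KO in red, and the grey line marks equal frequency. The spread around the line differs between mice, and the correlation at equal depth was lowest in KO replicate 3, at 0.431.

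Sharing between mice was examined with the 300 most abundant sequences of each downsampled library. Spleen and mLN of the same mouse had 163.6 ± 15.998 of these in common (range 133 to 176, n = 6). Spleen and mLN of different mice had 1.53 in common (range 0.960 to 4.28 over 30 pairs). With in-frame clonotypes only, they had 0.468 in common (range 0 to 4.4), so the 1.53 is not a count of shared in-frame clones. No other matching of spleens to mLN libraries gave a mean as high as 163.6 (exact permutation over 720 matchings, p = 0.00139, the smallest possible). When the pairing was permuted only among mice of the same genotype, the same mean of 163.6 gave an exact permutation p of 0.0278 over 36 matchings. Within-mouse sharing was 170 ± 4.89 in WT and 157 ± 22.2 in KO. Over all pairs of libraries from different mice, the highest number was 7.18, for KO replicate 2 mLN with KO replicate 3 mLN. Between mice, libraries of the same genotype had 1.75 sequences in common (24 pairs) and libraries of different genotype 1.37 (36 pairs), a difference of 0.387 (exact permutation p = 0.7). That difference was −0.0831 among the 100 most abundant clonotypes. It was 0.505 with in-frame clonotypes only (0.7525 against 0.247, exact permutation p = 0.4). Among all clonotypes it was 3.18 at the common depth and 88.2 without downsampling (exact permutation p = 0.1 for each, the smallest possible).

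**Figure D4:**
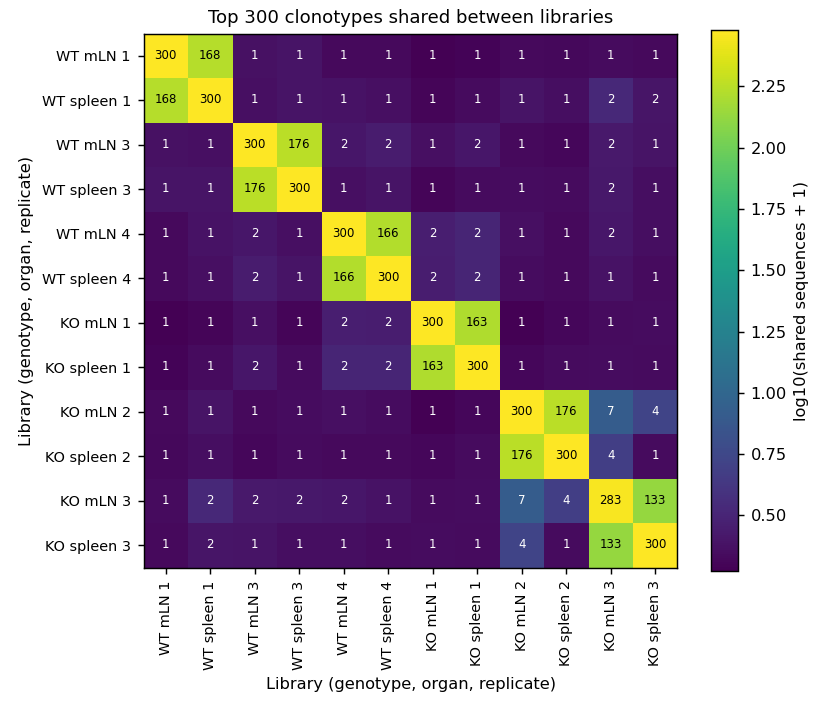
Number of CDR3 nucleotide sequences in common between the 300 most abundant of each pair of the 12 libraries, with colour on the scale log10(number + 1). Spleen and mLN of the same mouse have 133 to 176 in common, and spleen and mLN of different mice have at most 4.28. Over all pairs from different mice the highest number is 7.18, for KO replicate 2 mLN with KO replicate 3 mLN.

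V and J segment usage was compared with edgeR's quasi-likelihood test. In spleen, 2 of 25 V segments differed at an adjusted p under 0.05 (3 at an unadjusted p under 0.05), 1 higher and 1 lower in KO. TRBV23 (chromosome 6, 41216073 to 41216526, a V gene) made up 2.01 ± 1.12% of UMIs in WT and 0.338 ± 0.0707% in KO (log2 fold change −2.58, edgeR adjusted p = 0.0234, lower than every WT mouse in 3 of 3 KO mice). TRBV15 (chromosome 6, 41141188 to 41141658, a V gene) made up 2.82 ± 0.957% in WT and 8.71 ± 8.82% in KO (log2 fold change 1.63, edgeR adjusted p = 0.0478), and the groups overlapped. Within the 2 kinds of library, the differences in percentage points were −0.644 and −2.19 for TRBV23, and 16.1 and 0.762 for TRBV15. With the replicate number as a block, 0 V segments passed in spleen, with log2 fold changes of −2.48 for TRBV23 and 1.51 for TRBV15. In mLN, 0 of 23 V segments passed (1 at an unadjusted p under 0.05), and the smallest p belonged to TRBV23 (log2 fold change −2.20, edgeR adjusted p = 0.599, replicate block −1.68). With the block 1 mLN segment passed, TRBV1, which is named after its values were seen.

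Among 12 J segments, 1 differed in spleen (1 at an unadjusted p under 0.05). TRBJ1-5 (chromosome 6, 41535084 to 41535133, a J gene) made up 2.31 ± 0.347% of spleen UMIs in WT and 0.834 ± 0.208% in KO (log2 fold change −1.47, edgeR adjusted p = 0.00227, lower than every WT mouse in 3 of 3 KO mice). With the replicate number as a block the log2 fold change was −1.56 (edgeR adjusted p = 0.0194). The difference in percentage points was −1.26 within the libraries with few unusual ends and −1.59 within those with many. In mLN, 0 of 12 J segments passed (1 at an unadjusted p under 0.05). There TRBJ1-5 made up 2.19 ± 1.02% in WT and 0.848 ± 0.301% in KO (log2 fold change −1.33, edgeR adjusted p = 0.446, replicate block −1.18), and the within-kind differences were −0.646 and −1.49. With clonotypes per segment in place of UMIs, TRBJ1-5 passed in mLN (log2 fold change −0.84, edgeR adjusted p = 0.00262, against 0.00262 to 0.891 over 12 alternatives). Whether the effect differed between organs was not tested. Among V segments, 0 of 25 differed between mLN and spleen with the mouse as a block (3 at an unadjusted p under 0.05), and TRBV13-2 had the smallest p (chromosome 6, 41121396 to 41121832, log2 fold change 0.51, edgeR adjusted p = 0.113, without the replicate block 0.53).

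**Figure D5:**
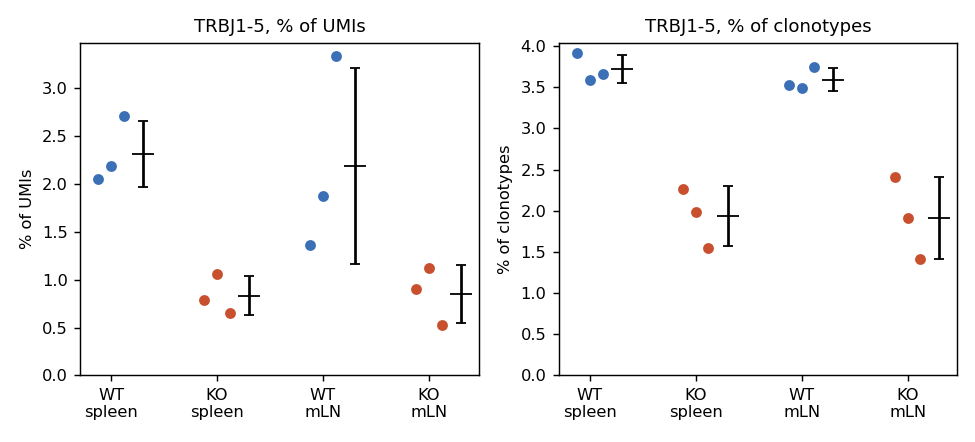
Share of TRBJ1-5 as % of UMIs and as % of clonotypes in spleen and mLN, for WT (blue) and KO (red) mice. Points are single mice and bars the mean ± SD of 3 mice, and KO lies below WT in each panel and organ, at 1.93 ± 0.363% against 3.72 ± 0.174% of spleen clonotypes.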

Values the study reported

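The study reported, as mean ± SD, a share of 10.1 ± 3.6% for the largest clone in WT and 7.1 ± 4.2% in KO. For the 10 most abundant clones together it gave 26 ± 5.8% in WT and 25.9 ± 8% in KO. It described clonotype frequencies as similar in spleen and mLN for both genotypes, and clones as shared between the organs of a mouse but not between mice.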

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

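Both tests in this part were written down before their values were seen, but only after KO replicate 3 had stood out.

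KO replicate 3 had 133 of its 300 most abundant clonotypes in common between spleen and mLN, far below the other 5 mice (163 to 176). It was the only mouse to stand apart in this way among 3 within-mouse results examined over 6 mice. For 1 result, about 1 in 20 such groups has such a mouse by chance, and the chance is higher over 3 results. Its mLN library is the smallest, with 2488 UMIs and 283 clonotypes, fewer than the 300 compared. A technical explanation is that few template molecules entered this library. When the mLN libraries of the other 5 mice were passed through a simulated bottleneck of 426 to 754 molecules, which brought them to 280 to 289 clonotypes, their sharing fell to 135 on average and to 115 at the lowest. A bottleneck may therefore account for the low sharing. It accounted less well for the share of clonotypes that differed between organs, which reached 44.3% at most in the simulations against 58.8% in KO replicate 3. In WT mice the bottleneck gave shares of 35.9%, 32.7% and 43.5%, above the 28.0% and 29.8% of KO replicates 1 and 2 without it. Few template molecules can therefore raise this share without a difference in genotype. Whether they did so in KO replicates 1 and 2 was not tested. A biological difference of KO replicate 3 cannot be told apart from the bottleneck for the sharing, and for the share differing 1 mouse gives no replicate of its own.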

How the results depend on the processing

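Of 442 recomputed values for 31 results, 381 kept their direction and their side of the threshold, 24 became weaker, 5 stronger and 32 reversed. For the 20 repertoire and sharing results, 282 of 314 alternatives kept their direction, but no genotype comparison among them can pass an adjusted p of 0.05 with 3 mice against 3, so this shows only direction. With no mouse left out, 7 of 194 reversed. The cause of the changes in this part was not tested unless given.

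Leaving out the smallest library reversed 3 results: the difference in the top clonotype share of mLN (−1.22), in mLN CDR3 length (0.0285) and in sharing between mice of the same and of different genotype (−0.0738). The last also reversed among the 100 most abundant clonotypes (−0.0831). The mLN CDR3 length reversed with in-frame clonotypes only (0.0230) and with the replicate block (0.113), as did the top clonotype share averaged over organs with the replicate block (0.675).

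Leaving out each mouse in turn gave ranges that crossed 0 for these differences. The top clonotype share ranged from −6.43 to 1.20 in spleen, from −1.14 to 3.64 in mLN and from −2.07 to 1.88 over both organs. The top 10 share ranged from −7.90 to 6.36 in spleen and from −0.711 to 9.06 over both organs. Spleen richness ranged from −161 to 43.5, spleen clonality from −0.0366 to 0.0368, and the spleen slope from −0.0868 to 0.0704. CDR3 length ranged from −0.418 to 0.0539 in spleen and from −0.244 to 0.113 in mLN. Morisita-Horn overlap ranged from −0.174 to 0.000298, the organ difference in clonality from −0.0272 to 0.00394, and the difference in sharing between mice from −0.113 to 0.735. Some differences kept their sign but changed in size. In mLN the top 10 share ranged from 2.19 to 12.1, richness from −397 to −184 and clonality from 0.0143 to 0.0514. The difference in the frequency correlation between organs ranged from −0.154 to −0.0383.

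The number of V segments differing in spleen, 2, became 1 with DESeq2, 1 with all segments and 1 with clonotypes per segment, and 0 with the replicate block. It ranged from 0 to 1 over the fits that left out a mouse. In mLN it rose from 0 to 1 with the replicate block. The number of J segments rose from 1 to 2 in spleen with DESeq2, and from 0 to 2 in mLN with clonotypes per segment, where TRBJ1-5 and TRBJ2-3 passed. DESeq2 called 1 V segment between organs in place of 0. The V segment was TRBV12-1, which like TRBJ2-3 is named after its values were seen.

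TRBJ1-5 in spleen stayed under an edgeR or DESeq2 adjusted p of 0.05 in 12 of 12 alternatives (8.79e-14 to 0.0441), with log2 fold changes from −1.69 to −0.99. In mLN it did so in 1 of 12 (0.00262 to 0.891). TRBV23 in spleen did so in 7 of 12 (2.95e-05 to 0.568) and TRBV15 in 3 of 12 (0.0103 to 0.876).

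The depth of the smallest mLN library equals the common depth, so that alternative gave no further value. Removing clonotypes 1 mismatch from a clonotype 100 times more abundant, chosen after seeing the data, removed 0 clonotypes in the 12 libraries and could not move any result. Removing carried-over clonotypes and those with an unusual J end was also chosen after seeing the data. The depth of 2488 UMIs, set by KO replicate 3 mLN, limits what can be seen of clonotypes under 0.121%.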

Other observations

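Tests of clonal expansion by counting TRBJ1-5 and TRBV23 clonotypes once (an alternative planned earlier, used as this test later), of material from KO replicate 3 and its depth, of germline sequences, of J-end errors and the comparison of sample splits in genotype were chosen only after the result was seen, and the other tests in this part were not.

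The top clonotype took 9.56 ± 6.33% in WT spleen and 7.23 ± 7.15% in KO spleen here. The means lie close to those quoted from the study above, which it gives beside a spleen distribution, but the SDs are higher. The WT mean in mLN was 5.72%. That is lower than the value quoted from the study above. The top 10 share in spleen was 25.5 ± 9.73% in WT and 26.3 ± 15.1% in KO. These means also lie close to those quoted from the study above, and these SDs are also higher. Why the SDs differ was not tested.

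TRBJ1-5 was lower in KO than in WT spleen. Of the 4 splits of the 6 spleens that part the same-numbered mice, 2 gave as many J segments, the real one included, and 0 of the other 6, which keep a same-numbered pair together, did. With 4 splits the share cannot fall under 0.05. Counting each clonotype once left a log2 fold change of −0.99, more than 0.5 of its size by UMIs, which argues against expansion of a few clonotypes. This count kept clonotypes of 1 UMI, which may include error copies of expanded clonotypes, so it does not exclude a part for expansion. In the spleens with few unusual ends, TRBJ1-5 made up 3.92% of clonotypes in WT replicate 1 and 2.27% in KO replicate 1. Among out-of-frame clonotypes, which encode no receptor, the share of TRBJ1-5 differed by −2.10 percentage points and the genotypes stayed apart in spleen. They overlapped in mLN, where KO replicate 3 had 38 out-of-frame clonotypes and 5.26% of them with TRBJ1-5. When only out-of-frame clonotypes of at least 2 UMIs with the usual J end were kept, the difference was −1.39 and the spleens overlapped (2.69% in WT replicate 4, 2.76% in KO replicate 2), so out-of-frame errors of in-frame clonotypes may contribute to the separation of out-of-frame clonotypes in spleen. With the same filter the mLN libraries stayed apart, with a difference of −2.56 (4.07% to 5.04% in WT, 0% to 3.23% in KO) on as few as 14 clonotypes. The out-of-frame clonotypes thus do not settle whether selection on the receptor plays a part. Such errors do not account for the lower share by UMIs, where in-frame clonotypes alone gave a log2 fold change of −1.44 (edgeR adjusted p = 0.00462, against 8.79e-14 to 0.0441 over 12 alternatives, lower than every WT mouse in 3 of 3 KO mice by all UMIs). Removing clonotypes at least 100 times more frequent in another mouse left a difference of −1.48 percentage points of UMIs, but took at most 0.111% of the UMIs of a spleen library, so it does not decide on carry-over between libraries. A strain variant of the TCR beta segments was sought in the CDR3 ends of 33 segments and 0 differed between all WT and all KO mice, but a variant outside the CDR3 was not covered. Carry-over at lower ratios would leave sequences in common between mice. At the common depth, spleens of different mice of the same genotype had 2.8 to 4.5 sequences in common, among at least 463.3 per spleen. These values argue against such carry-over as the source of the difference in spleen. The pattern cannot be told apart from a variant outside the CDR3 or from selection on the receptor. Nor, since the number of donors per genotype was not stated, can it be told apart from a difference between donors. One hypothesis is that J segment use differed before transfer.

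TRBV23 was lower in KO spleen. Of the 4 splits that part the same-numbered mice, 1 gave as many V segments, the real one, and 1 of the other 6 did. Counting each clonotype once left a log2 fold change of −1.52, more than 0.5 of its size by UMIs. Among out-of-frame clonotypes the difference was −0.448 percentage points and the genotypes stayed apart only narrowly, at 0.645% for the lowest WT and 0.637% for the highest KO spleen. Among those of at least 2 UMIs with the usual J end the difference was −0.397 and the genotypes overlapped, with 1.43% in KO replicate 1 and 1.05% to 1.45% in WT, so out-of-frame clonotypes do not settle whether selection on the receptor plays a part. TRBV15 was higher in KO spleen by 5.89 percentage points, and without the most abundant TRBV15 clonotype of each library by 0.9996, so expansion of single clonotypes may account for most of it. In mLN, where 0 V and 0 J segments passed (1 and 1 at an unadjusted p under 0.05), 4 of 4 splits gave as many V segments and 4 of 4 as many J segments, as any split must. One split of the mLN libraries follows the kind of library exactly and is among the 10. For V segments between organs, with 0 called (3 at an unadjusted p under 0.05), 32 of 32 exchanges gave as many.

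In KO replicate 2 mLN, 179 of the 300 most abundant clonotypes of KO replicate 3 spleen were found, against 25 in KO replicate 2 spleen, 7.16 times as many. The same library held 143 of those of KO replicate 3 mLN. Among 112 pairs of libraries from other combinations of mice the highest number was 104, for WT replicate 4 spleen in WT replicate 3 mLN. There too the number was lower in the deeper spleen library of the receiving mouse, at 49, so KO replicate 2 mLN is not the only library with this pattern. The 179 clonotypes together took 61.5% of KO replicate 3 spleen and 1.29% of KO replicate 2 mLN, at a median ratio of 68.5, and their log10 frequencies correlated at 0.503 across clonotypes, which are not independent. KO replicate 2 mLN has 0.819 times the UMIs of KO replicate 2 spleen, so depth does not explain it. Shared and not shared clonotypes differed by 0.00443 nucleotides in the mean distance between V and J, which goes against convergent recombination. Material of KO replicate 3 in KO replicate 2 mLN may be the source. At full depth, libraries of the same genotype had 88.2 more sequences in common than those of different genotype. Removing clonotypes at least 100 times more frequent in another mouse left 29.9, or 33.9% of the excess. At the common depth the excess was 3.18 before and 1.32 after this filter (exact permutation p = 0.1 and 0.2). The filter removes only sequences found in more than 1 mouse, so the excess had to fall whatever its cause, and how much carry-over between libraries contributes cannot be told.

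Clonotypes of 1 UMI made up 31.03% to 84.2% of clonotypes. In 12 of 12 libraries an unusual J end was more frequent among them than among clonotypes of at least 10 UMIs (2.42% to 38.3% against 0% to 0.742%), consistent with sequence errors in the J-coded end of the CDR3. As uncorrected sequence errors of abundant clonotypes, 0 were 1 mismatch from a clonotype 100 times more abundant in their own library, which assembly before deposition may have merged, so this test cannot decide. A correlation between library size and richness over the 6 spleens was computed, with tests of whether either kind of error explained it. Removing clonotypes with an unusual J end changed it little, which went against the written expectation for that cause, and the other filter removed 0 clonotypes. Its coefficient is not given because the spleens fall into 2 with few and 4 with many unusual ends. This was decided after the coefficient had been seen, and the relation cannot be tested here.

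Sequences present in all 6 mice numbered 4, and 4 of 4 occur as unrearranged germline J segments on chromosome 6, while 0 of 23445 sequences private to WT replicate 3 spleen do. Of these, TGCTGAGCAGTTCTTC (41542760 to 41542775) lies within Trbj2-1 and took 0.122% to 0.804% of each library. The matches are consistent with germline transcripts. Of J2 clonotypes of 1 UMI, 0.0858% were called with TRBC1, and 0% of those of at least 10 UMIs. J1 clonotypes were called with TRBC2 in 95.9% to 99.8%, so the constant region call does not separate chimeric molecules formed in amplification from true joins.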
